A study of Homo sapiens with 19 samples.

How the data were processed

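RNA from 19 human cell line libraries was sequenced after ribosomal RNA depletion, per the labels: A375 total, nuclear and cytoplasmic RNA, HEK293 and HUES66 wild type (1 library each), and 14 doxycycline-treated HUES66 libraries of control, RBFOX2 total knockdown, N-short knockdown and N-long knockdown at 24, 48 and 96 hr. The deposited junction files hold raw counts: 1 table per library lists each splice junction with the number of spliced reads that support it, without normalization. Neither the labels nor the tables state the aligner or the filters, and scaffold names and chromosome ends were those of GRCh38. The authors also deposited 9 rMATS comparison tables, 1 per knockdown and time. In these the authors' inclusion difference is on a scale of -1 to 1, a unit of its own kind (other than counts), between length-normalised inclusion levels of control and knockdown. The p-value and adjusted p-value columns of these tables are the authors' own, per the file headers. The sign of the difference is control minus knockdown, as checked on exons matched to the junction files, where it correlated with the knockdown minus control difference computed here at a Pearson r of -0.806 to -0.758 across exons. Per-library columns of these tables, 69 in number, were not used here.

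Junctions were annotated with GENCODE 29, which differs from the release in the names of some of the junction files, so counts of unannotated junctions hold for this release. Reads on synthetic spike-in sequences were set apart. Reads on annotated junctions that belong to 1 gene name were summed per gene, which used 93.3% to 94.7% of each library. Cassette exons were exons up to 1000 nt with 2 annotated inclusion junctions and 1 annotated skipping junction with the same outer ends. The skipping junction with most reads was kept, inclusion reads were the rounded mean of the 2 inclusion junctions, and inclusion was their percent of inclusion plus skipping reads. Exons were tested with a mean of at least 20 reads per library and a pooled inclusion of 2% to 98%, which left 7082 of 23122 candidates. A difference in inclusion is the mean of the differences within library sets, with the SD over those sets.

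Library depth and group membership came from the tables and labels alone. The 14 doxycycline-treated libraries were fitted together with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM factors, filterByExpr), with terms for library set and knockdown. Library set is the time point and, at 24 hr, the replicate, since the labels place these replicates in different library series. Genes, all annotated junctions and cassette exons were fitted in this way, the exons with inclusion and skipping reads as paired columns of each library and terms for inclusion by set and by knockdown. P-values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. The contrasts were each knockdown against control and N-long against N-short knockdown; total against N-long knockdown was added after the data were seen. The HUES66 wild-type library has no doxycycline or time in its labels and entered as an alternative only. Its description carries the name of the controls, and the headers of the authors' 24 hr tables give 2 control replicates where the titles give 1, so it was left open whether it is the control of 24 hr replicate 1. As a check of the library sets, residual correlations between libraries after removal of the knockdown means had a median of 0.61 in 18 pairs of the same set and -0.20 in 55 pairs of different sets. The effects of pairs of knockdowns were compared by correlation across exons, set beside 20 simulations of unchanged knockdowns with shared controls.

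The tests were run on simulated data with 200 changed genes or exons per knockdown. With a log2 change of 1, edgeR recovered 82.9% to 92.3% of changed genes and DESeq2 1.42.0 recovered 76.4% to 85.6%. With a log2 odds change of 2, edgeR recovered 37.0% to 51.8% of changed exons and limma 3.58.1 recovered 10.0% to 35.9%. With no change simulated, edgeR called 0 genes and 0 to 1 exons per contrast. Each case was a single simulation. Simulated genes took the spread of the fitted trend, without excess spread of single genes, and simulated exons had equal inclusion in all library sets. These data therefore meet the assumptions of the fits more closely than real data may.

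For single libraries, shares carry 95% Wilson intervals, counts exact Poisson intervals and ratios of 2 counts exact intervals. A count of 0 was taken to allow up to 3 counts. For the A375 fractions, ratios of CPM (reads scaled to library size) used a pseudocount of 0.5 reads and genes with at least 20 reads in both fractions together. The ratios that ranked genes between cell lines used the same pseudocount. Gene lists were compared with 10000 random lists of the same size drawn from 20 expression bins. For the cell lines, libraries were thinned to 8412005 junction reads, the depth of the shallowest, and junctions with at least 5 reads were counted; 10 repeats of the thinning gave 67.77% to 67.9% in all lines. Events in the authors' tables were counted at an adjusted p under 0.05 and an absolute difference of at least 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps and the figures.

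The named genes were chosen by a rule fixed with the design: RBFOX2; for each contrast the 3 genes and 3 exons with the largest changes among those past the threshold with the same direction in every set that holds both arms; for the authors' tables the 3 events per knockdown past the threshold at any time, with the same sign at all times and the largest mean difference (1 of these events is not reported here); for the fractions and cell lines the 3 most extreme genes among those with at least 200 reads; and 5 fixed lists (RBFOX-responsive exon genes, nuclear RNAs, cytoplasmic RNAs, pluripotent cell genes, melanocyte lineage genes). A further 5 lists (amino acid response genes, cytosolic tRNA synthetases, heat shock and chaperone genes, early lineage genes, secreted and membrane proteins) were written after the first results were seen.

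Alternatives tried were DESeq2 size factors within edgeR, DESeq2 itself, no filter on low counts, a term for time point alone, fits of only the 2 groups compared, junctions with 1 gene name whether annotated or not, the wild-type library among the controls, a minimum effect, limma on log2 ratios with a pseudocount of 0.5, exon minimums of 5 and 50 reads, inclusion as the sum of both junctions, and each library left out in turn. Exclusion of exons with a junction that was all or none between libraries (0 reads in at least 3 libraries and at least 20 in another) and of exons whose inclusion junctions differed by over 4-fold was added after the data were seen. Tests for the RNA motif bound by RBFOX proteins near the exons were planned but not run, since they need a genome sequence, which was not used here.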

Results

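The series measured spliced RNA in 19 ribosomal RNA-depleted libraries from 3 human cell lines, as the number of sequencing reads that crossed each splice junction. A375 (a melanoma line) gave 3 libraries, 1 each of total, nuclear and cytoplasmic RNA. HEK293 (an embryonic kidney line) and wild-type HUES66 (an embryonic stem cell line) gave 1 library each of total RNA. The wild-type HUES66 library also carries, in its description, the name of the controls and the library series of the 24 hr replicate 1 knockdowns, so the labels leave open whether it is a control of that set. The other 14 libraries came from HUES66 cells treated with doxycycline for 24, 48 or 96 hr. Per the labels these cells carried knockdowns of RBFOX2, an RNA-binding protein that regulates splicing, and the series title names Cas13d, an enzyme that cleaves RNA at sites matched by guide RNAs. They comprised 3 control libraries, 3 libraries of total RBFOX2 knockdown (total KD), 4 of N-short knockdown (N-short KD) and 4 of N-long knockdown (N-long KD). These 14 libraries fell into 4 sets: 24 hr replicate 1 (no library titled as control), 24 hr replicate 2 (no total KD), 48 hr and 96 hr. Control and total KD therefore met in 2 sets, control and each isoform knockdown in 3, and the isoform knockdowns with each other in 4. No group had more than 1 library in a set. The knockdown and control libraries held 9622841 to 14625040 junction reads each. Wild-type HUES66 held 27937149, HEK293 9605334, and A375 8412005 in total RNA, 6499183 in the nuclear and 22344622 in the cytoplasmic fraction. Annotated junctions took 96.7% to 98.3% of the reads of each library. Intervals given for single libraries are 95% intervals and cover counting error only.

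The first comparison asked how far each knockdown lowered RBFOX2 RNA and whether the isoform knockdowns differed. RBFOX2 (ENSG00000100320.22) is a protein-coding gene on the minus strand of chromosome 22, from 35738736 to 36028425 in GRCh38. Its normalised junction reads as CPM (reads scaled to library size) were 134, 126 and 129 in the control libraries at 24, 48 and 96 hr. They were 50.7, 81.2 and 81.9 in the total KD libraries at the same times (the 24 hr libraries belong to different sets), 114 to 124 in the 4 N-short KD libraries and 78.0 to 91.0 in the 4 N-long KD libraries. Wild-type HUES66 had 127 CPM before normalisation (Poisson interval 123 to 131). Within the 48 hr set, total KD had 64.2% of the RBFOX2 reads of the control (exact interval of the ratio of 2 counts 59.3% to 69.4%), and within the 96 hr set 63.6% (58.4% to 69.2%). N-long KD had 58.0% (53.0% to 63.4%), 71.9% (66.6% to 77.65%) and 66.9% (61.8% to 72.3%) of the control within the 24, 48 and 96 hr sets. The N-short KD shares of control were 92.2% (85.1% to 99.9%), 98.4% (91.6% to 105.6%) and 88.8% (82.3% to 95.7%). Across sets the fitted log2 fold change of RBFOX2 was -0.82 in total KD (SE 0.0794, adjusted p 8.5e-09) and -0.57 in N-long KD (SE 0.0707, adjusted p 2.7e-05). The total KD value was -0.67 without the 24 hr total KD library, whose set has no library titled as control. In N-short KD the fitted change was -0.057 (SE 0.0693, adjusted p 0.999), which was not distinguishable from 0, and its sign changed without the 24 hr control library (0.0014) or without the 96 hr N-short KD library (0.0037). The isoform knockdowns differed by -0.52 (N-long KD against N-short KD, SE 0.0646, adjusted p 3.6e-05), with N-long KD lower in 4 of 4 sets at 62.9% to 75.4% of N-short KD. Total KD against N-long KD, a contrast added after the data were seen, gave -0.24 (SE 0.0746, adjusted p 0.089). The alternative that moved these calls most was a term for time point alone, in which the 24 hr libraries of both replicates shared 1 term. With it the change in N-long KD was -0.61 with an adjusted p of 0.458, and N-long KD against N-short KD was -0.52 with an adjusted p of 0.9996. Over the 6 alternatives the adjusted p ranged from 1.3e-09 to 0.458 for the former and from 1.5e-09 to 0.9996 for the latter.

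**Figure D1:**
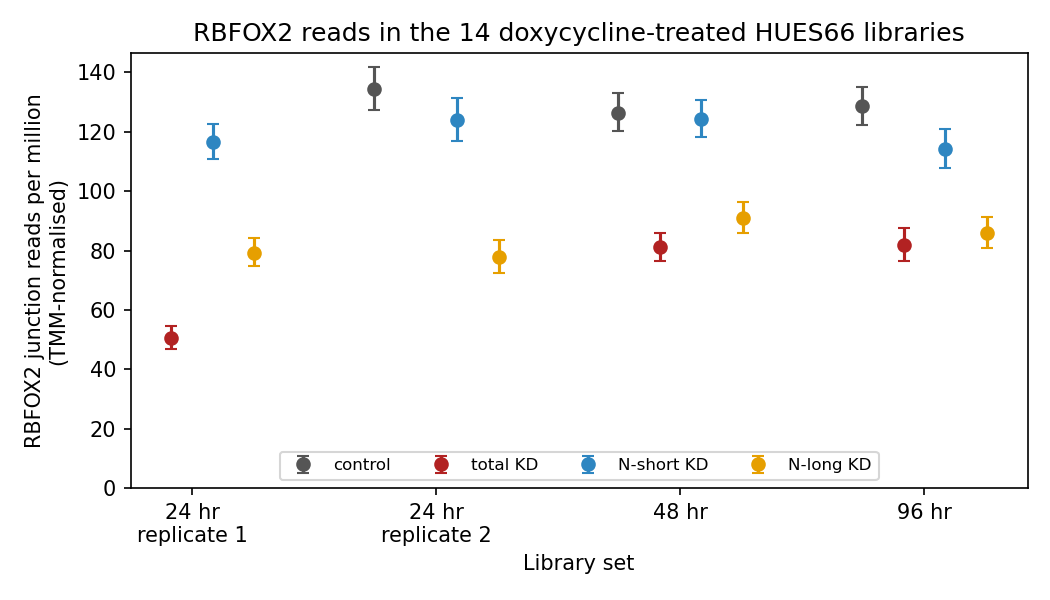
Normalised RBFOX2 junction CPM (vertical axis) in each of the 14 doxycycline-treated HUES66 libraries, by library set (horizontal axis) and knockdown (colour), with 95% Poisson intervals as bars. Total KD lies between 50.7 and 81.9 and N-long KD between 78.0 and 91.0, below N-short KD (114 to 124) and the controls (126 to 134).

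The labels name the isoform knockdowns but give no guide sequences, so each annotated RBFOX2 junction was compared. Of 117080 junctions tested, 16 belonged to RBFOX2. Adjusted over the list alone, 16 were lower in total KD, 1 was lower in N-short KD, 13 were lower in N-long KD, and between the isoform knockdowns 14 were lower and 1 higher in N-long KD. Adjusted over all junctions the numbers were 10, 0, 6 and 7, and in N-short KD 2 of the 16 had an unadjusted p under 0.05. Without the 96 hr N-short KD library, 0 junctions passed in N-short KD. Among the junctions that start at annotated first exons, 2 introns end at the same downstream exon, at position 35810005 of chromosome 22. The intron from 35810005 to 35938846 had 18 to 24 reads in the N-long KD libraries, 57 to 81 in the N-short KD libraries and 44 to 69 in the controls. Its log2 fold change was -1.49 in N-long KD (SE 0.20, adjusted p over the list alone 1.4e-10), 0.38 in N-short KD (SE 0.157, adjusted p 0.134) and -0.92 in total KD (SE 0.203, adjusted p 2.4e-05). The intron from 35810005 to 35840191 had 5 to 19 reads in the N-short KD libraries, 19 to 45 in the N-long KD libraries and 21 to 28 in the controls. It changed by -1.29 in N-short KD (SE 0.314, adjusted p over the list alone 0.0012), by 0.16 in N-long KD (SE 0.255, adjusted p 0.524) and by -1.17 in total KD (SE 0.334, adjusted p 8.4e-04). Between the isoform knockdowns the former was lower in N-long KD by a log2 change of -1.87 (adjusted p over the list alone 1.6e-18) and the latter higher by 1.45 (adjusted p 2.1e-06). In total KD the introns from 35768350 to 35778024 (-1.55, SE 0.157) and from 35778079 to 35781599 (-1.31, SE 0.126), which flank an exon of 54 nt, fell furthest among junctions with a mean of at least 20 reads, where the others changed by -0.92 to -0.43. Under the 3 alternatives run for junctions, the number passing over the list alone was 16 in total KD, 1 in N-short KD, 13 to 14 in N-long KD, and 13 to 15 between the isoform knockdowns.

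**Figure D2:**
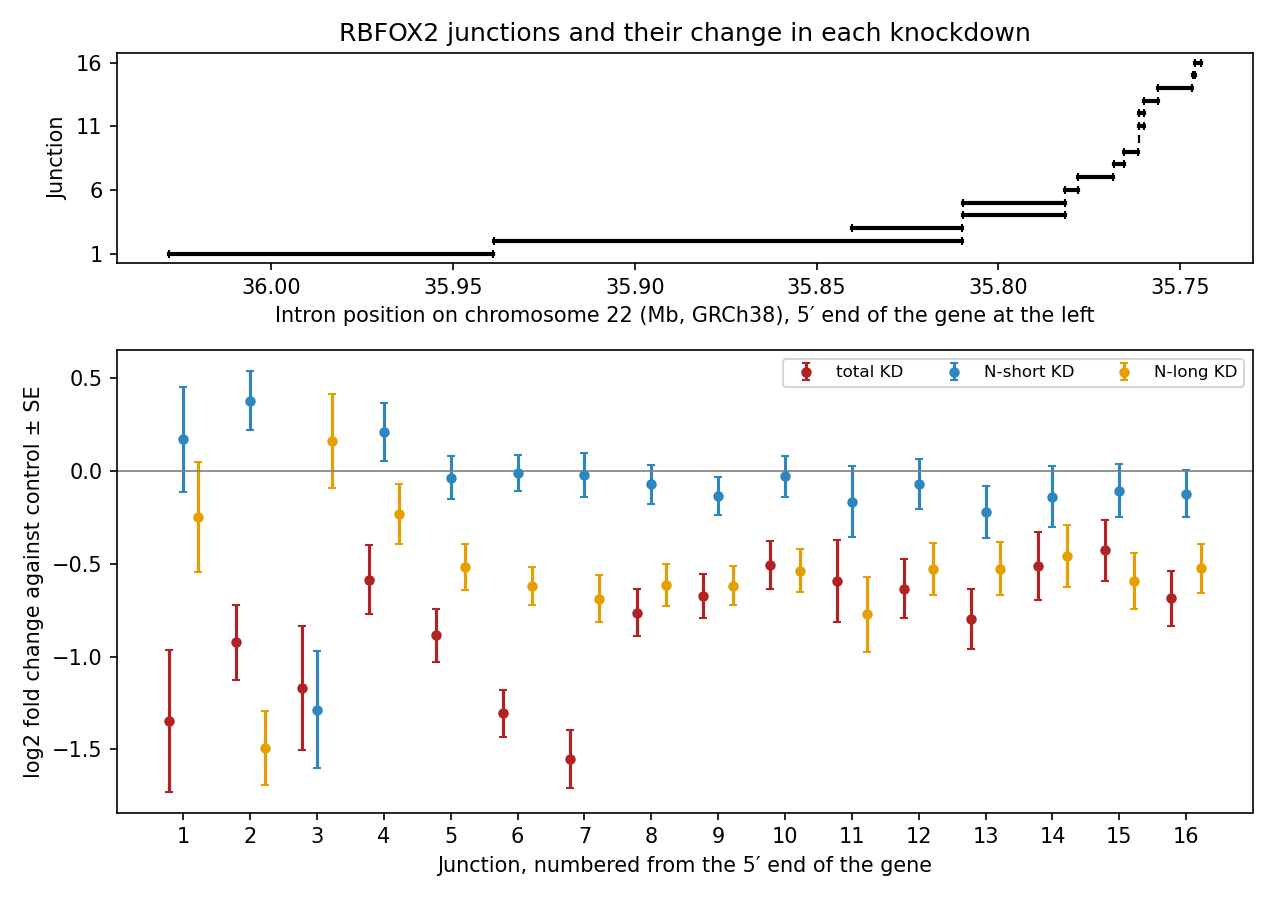
The upper panel maps the introns of the 16 tested RBFOX2 junctions on chromosome 22 (Mb) with the 5′ end of the gene at the left; the lower panel gives their log2 fold change against control with its standard error, by knockdown. Total KD is below 0 at all 16 junctions, N-long KD has its lowest value (-1.49) at the intron from 35810005 to 35938846, and N-short KD its lowest (-1.29) at the intron from 35810005 to 35840191.

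The next comparison asked which other genes changed in each knockdown. Of 13390 genes tested, 304 passed an adjusted p of 0.05 in total KD against control, 137 higher and 167 lower, and 303 of them moved the same way in both the 48 hr and the 96 hr set, which belong to 1 library series. In N-short KD 1 gene passed, in N-long KD 3, and between the isoform knockdowns 2, against 542, 592 and 678 genes with an unadjusted p under 0.05 (1747 in total KD). The median absolute log2 fold change of the 304 genes was 0.27. The number in total KD fell most when a minimum absolute log2 fold change of 1 was added (19 genes, 17 higher and 2 lower) and rose most when wild-type HUES66 joined the controls (528 genes, 245 higher and 283 lower). With a term for time point alone, 61 genes passed in total KD, 47 of them higher and 14 lower, and all 61 were among the 304. With that term 0 genes passed in each of the other contrasts, where 250, 293 and 242 had an unadjusted p under 0.05. Single libraries mattered: 162 genes passed in total KD without the 96 hr control, 184 without the 48 hr total KD library and 190 without the 48 hr control. All 3 genes of N-long KD were among the 304 genes of total KD, and these contrasts share their controls.

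In total KD the largest changes with the same direction in both sets were in INHBE, CA3 and DDR2. INHBE (ENSG00000139269.2, chromosome 12, 57452323 to 57459280) rose by a log2 fold change of 2.77 (SE 0.388, adjusted p 1.1e-05), from 0.405 to 0.501 CPM in the controls to 2.65 to 4.66 in total KD. DDR2 (ENSG00000162733.17, chromosome 1, 162631373 to 162787400) rose by 1.91 (SE 0.324, adjusted p 2.8e-04), from 0.810 to 1.20 CPM to 2.94 to 4.23. CA3 (ENSG00000164879.6, chromosome 8, 85373436 to 85449040) changed by -2.23 (SE 0.418, adjusted p 0.0011). CA3 also passed in N-short KD (-2.14, SE 0.381, adjusted p 0.039) and N-long KD (-2.04, SE 0.370, adjusted p 0.0168); it was named there only after its values were seen, because its direction was opposite in the 24 hr set (log2 ratios 0.18 and 0.31). CA3 had 11.03 normalised CPM in the 48 hr control, 5.35 in the 96 hr control and 1.70 in the 24 hr control, and its call was lost in 2 of 6, 4 of 7 and 4 of 7 fits that each left out 1 library. Without the 48 hr control its changes were -1.73 in total KD (adjusted p 0.134), -1.71 in N-short KD (adjusted p 0.999) and -1.63 in N-long KD (adjusted p 0.965). MORC4 (ENSG00000133131.14, chromosome X, 106813871 to 107000244) was higher in N-long KD against control by 0.94 (SE 0.131, adjusted p 1.7e-04) in 3 of 3 sets and against N-short KD by 0.69 (SE 0.115, adjusted p 0.0058) in 4 of 4 sets. Without the 48 hr control the former was 0.79 with an adjusted p of 0.05955, and without the 48 hr N-short KD library the latter was 0.58 with an adjusted p of 0.349. These calls were lost in 1 of 7 and 3 of 8 fits that each left out 1 library. MORC4 was also higher in total KD (1.28, SE 0.140, adjusted p 1.1e-07), and in N-short KD its change was 0.25 (SE 0.141, adjusted p 0.999). ELAVL1 (ENSG00000066044.14, chromosome 19, 7958579 to 8005659), chosen after its values were seen, changed by -0.93 in total KD (SE 0.130, adjusted p 1.2e-05), by 0.11 in N-short KD (SE 0.111, adjusted p 0.999) and by 0.078 in N-long KD (SE 0.111, adjusted p 0.9999). Its reads in total KD were 65.5% of the control at 48 hr (interval 59.3% to 72.3%) and 67.0% at 96 hr (60.8% to 73.8%). In the 24 hr replicate 1 set, which has no library titled as control, it had 26.7 CPM in total KD against 104 in N-short KD and 99.7 in N-long KD, and without that total KD library its change was -0.64.

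The comparison of cassette exons asked which exons were included more or less often in each knockdown. Inclusion was the share of reads that joined the exon to its neighbours rather than skipping it. Of 7082 exons tested, 90 in 73 genes passed in total KD (22 with higher and 68 with lower inclusion), 1 in N-short KD, 33 in 26 genes in N-long KD (4 higher, 29 lower) and 25 in 21 genes between the isoform knockdowns (4 higher and 21 lower in N-long KD). The numbers with an unadjusted p under 0.05 were 537, 298, 386 and 350. The median absolute difference in inclusion was 19.7, 13.5 and 10.7 percentage points in total KD, N-long KD and N-long KD against N-short KD. Exons that passed had a median length of 70.5, 63 and 63 nt in the same order, against 113 nt for all tested exons, and a length divisible by 3 was found in 73.3%, 72.7% and 76.0% of them against 45.8%. Of the 33 exons of N-long KD, 30 were among the 90 of total KD, all with the same sign. These contrasts share their controls. N-long KD against N-short KD, which uses no control library directly, shared 24 of its 25 exons with total KD, all with the same sign. The alternative that moved the counts most was limma on log2 ratios, with 14 exons in total KD and 0 in each of the other contrasts, where 392, 457 and 460 had an unadjusted p under 0.05. Without the 48 hr total KD library 34 exons passed in total KD, without the 48 hr control 15 passed in N-long KD, and without the 48 hr N-long KD library 17 passed in N-long KD and 9 between the isoform knockdowns.

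The exons with the largest differences in total KD and the same direction in both sets lay in FMNL3, GOLIM4 and NBEA. The FMNL3 exon (coding, 115 nt, chromosome 12, 49646639 to 49646753) was included at 95.45% to 100.0% in the controls and 31.65% to 46.8% in total KD, a difference of -63.7 points ± 6.55 (SD, n = 2 sets; adjusted p 8.5e-06). The GOLIM4 exon (coding, 84 nt, chromosome 3, 168040786 to 168040869) differed by -57.4 points ± 2.89 in total KD (SD, n = 2 sets; adjusted p 3.3e-11), by -42.6 ± 11.6 in N-long KD (SD, n = 3 sets; adjusted p 5.6e-09) and by -33.5 ± 8.96 between N-long KD and N-short KD (SD, n = 4 sets; adjusted p 3.6e-07). In N-short KD it differed by -9.29 ± 9.72 (SD, n = 3 sets; adjusted p 1.00). The NBEA exon (coding, 63 nt, chromosome 13, 35645869 to 35645931) differed by -54.3 ± 6.17 in total KD (SD, n = 2 sets; adjusted p 0.0141), and its call was lost in 3 of the 6 fits that each left out 1 library, with an adjusted p of 0.390 without the 48 hr total KD library, 0.245 without the 96 hr control and 0.0751 without the 96 hr total KD library. Over its other alternatives the adjusted p ranged from 1.7e-04 to 0.415. In N-long KD the EPB41 exon (coding, 63 nt, chromosome 1, 29060422 to 29060484) differed by -31.0 ± 12.7 (SD, n = 3 sets; adjusted p 7.8e-05) and the DIAPH1 exon (coding, 27 nt, chromosome 5, 141588224 to 141588250) by -28.9 ± 13.8 (SD, n = 3 sets; adjusted p 7.8e-05). Between N-long KD and N-short KD the DIAPH1 exon differed by -25.1 ± 9.58 (SD, n = 4 sets; adjusted p 4.8e-04) and the APBB2 exon (coding, 63 nt, chromosome 4, 40935077 to 40935139) by -30.3 ± 6.76 (SD, n = 4 sets; adjusted p 0.0308). The call of the APBB2 exon was lost in 6 of the 8 fits that each left out 1 library. The exon of N-short KD, chosen after its values were seen, was a SEPT7 exon outside the coding sequence (543 nt, chromosome 7, 35831492 to 35832034). Its difference could be computed in the 96 hr set (-65.5 points), its fitted log2 odds ratio was -5.49 (adjusted p 0.0433) and became 1.91 without the 96 hr control, and reads into it were present in 3 of the 14 libraries.

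**Figure D3:**
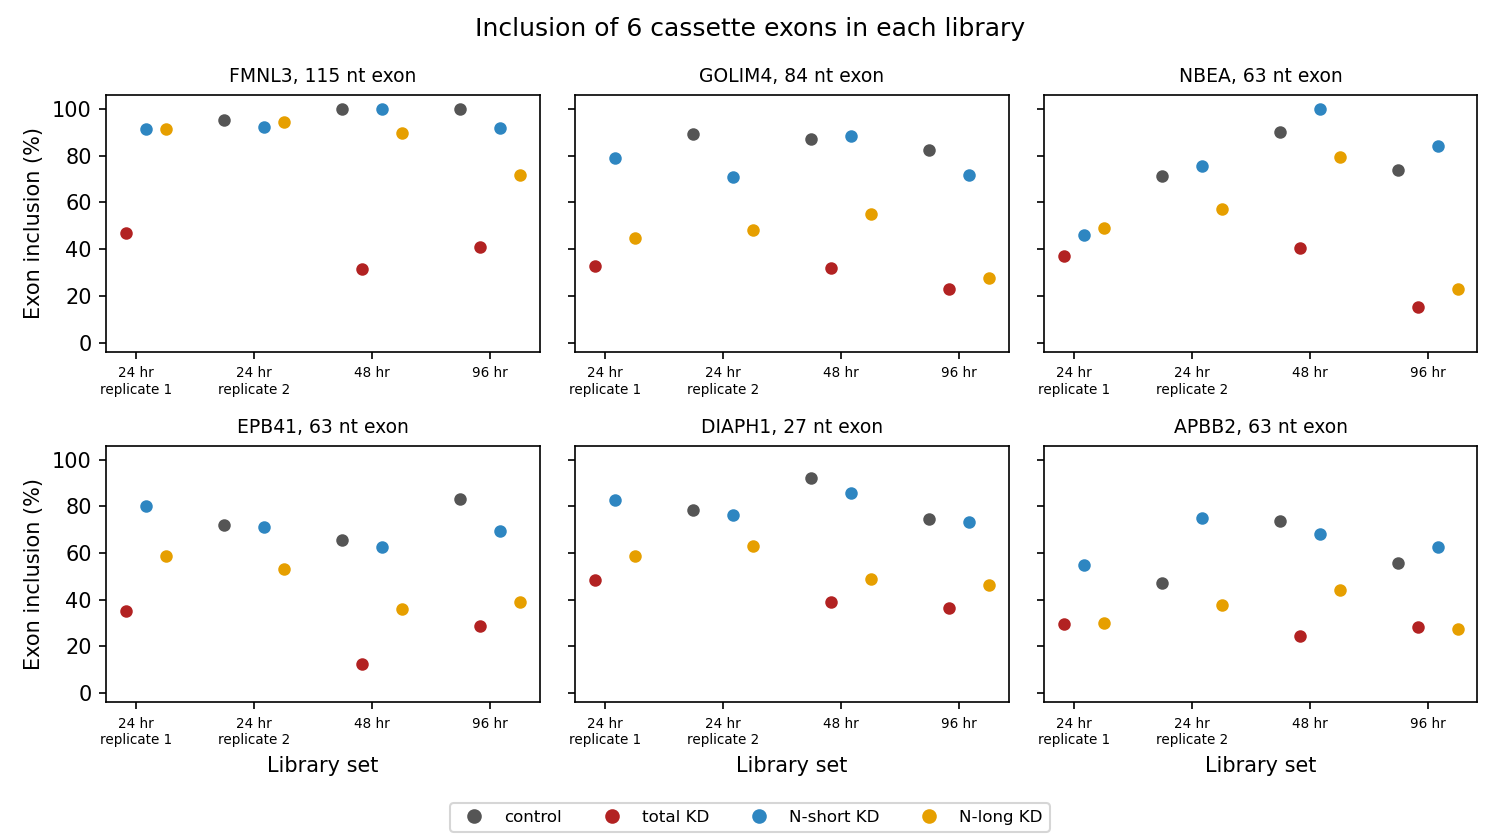
Inclusion (percent, vertical axis) of the 6 named coding exons in each library (points), by library set (horizontal axis) and knockdown (colour). For GOLIM4 total KD lies at 23.0% to 32.7% and the controls at 82.5% to 89.2%, and N-long KD at 27.5% to 55.2%, between the other two in the 48 hr and 96 hr sets.

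A list of 12 genes known for exons that respond to RBFOX proteins was fixed before the data were examined, and 29 exons in 11 of these genes could be tested. Over all exons tested, 8 of the 29 passed in total KD, 0 in N-short KD, 6 in N-long KD and 5 between the isoform knockdowns. Adjusted over the list alone the numbers were 8, 0, 8 and 7, each with lower inclusion, and those with an unadjusted p under 0.05 were 9, 6, 8 and 7. The exons that passed in total KD lay in CLSTN1, ECT2, ENAH, EPB41 (2 exons), FMNL3, GOLIM4 and KIF21A, with differences of -63.7 to -25.6 points.

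Across the 7082 exons, the fitted inclusion effects of total KD and N-long KD had a Pearson r of 0.619 and a Spearman rho of 0.590. For total KD and N-short KD these were 0.570 and 0.527, and for N-short KD and N-long KD 0.615 and 0.567. Exons are not independent replicates, and the 3 pairs share their controls. In 20 simulations of unchanged knockdowns with the same controls, r averaged 0.606 (0.575 to 0.619) for the first pair, 0.598 (0.580 to 0.628) for the second and 0.636 (0.609 to 0.655) for the third. Simulated rho was 0.534 to 0.577, 0.536 to 0.568 and 0.561 to 0.596 in the same order. Total KD and N-long KD therefore lay beyond the simulated range, by little in r and by more in rho, and 72.2% of exons had the same sign in both against 69.1% to 71.1% in the simulations. Over exons with a mean of at least 50 reads its r of 0.621 was within the simulated range (0.570 to 0.6325), while its rho of 0.590 and 71.7% with the same sign were beyond it (highest 0.585 and 71.3%). With a term for time point alone its r of 0.608 was beyond it (0.547 to 0.595). For total KD and N-short KD r and rho lay below the simulated range. Over exons with at least 50 reads its r was also below it (0.544 against 0.552 to 0.624) and its rho within it (0.523 against 0.510 to 0.567), and with a term for time point alone its r was within it (0.556 against 0.546 to 0.592). For the isoform knockdowns r and rho were within the range. With at least 50 reads its r was below it (0.574 against 0.596 to 0.661) and its rho within it (0.5595 against 0.557 to 0.602). With a term for time point alone its r was within it (0.604 against 0.592 to 0.6405). Exons that passed in both total KD and N-long KD numbered 30, against 0 to 1 in the simulations. This argues against shared controls alone as their source. Total KD and N-short KD shared 1 (simulated 0 to 1), and the isoform knockdowns shared 1 (simulated 0 to 2).

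The deposited rMATS tables compared each knockdown with control at each time. At the threshold used here, an adjusted p under 0.05 and an absolute inclusion difference of at least 0.1, the authors' deposited tables held 29, 54 and 38 events for total KD at 24, 48 and 96 hr. The authors' deposited tables held 5, 2 and 1 for N-short KD and 4, 12 and 10 for N-long KD. The largest effect of an alternative in the authors' deposited tables came from an adjusted p under 0.01 with a difference of at least 0.2, which left 13, 28 and 18 events for total KD, 0, 0 and 1 for N-short KD and 1, 7 and 5 for N-long KD, where 1919 and 2261 events at the N-short KD zeros had a p under 0.05. The labels give 1 doxycycline-treated control library at 24 hr whereas the headers of the authors' deposited tables hold 2 control replicates at that time. At 48 and 96 hr the labels give 1 library per group. The adjusted p-values and event counts at those times therefore carry no variation between replicate libraries. Of the 155 events past the first threshold in the authors' deposited tables, 119 were skipped exons, 97 of them with higher inclusion in control. Counted once per event, 84, 8 and 21 events passed at any time for total KD, N-short KD and N-long KD in the authors' deposited tables, with 14 shared by total KD and N-long KD, 1 by total KD and N-short KD and 2 by the isoform knockdowns. In the authors' deposited table the FMNL3 exon named above had inclusion differences (knockdown minus control) of -0.516, -0.693 and -0.634 at 24, 48 and 96 hr in total KD. The authors' deposited table gave the GOLIM4 exon -0.486, -0.565 and -0.582 in total KD and -0.355, -0.311 and -0.563 in N-long KD. For N-long KD the authors' deposited table gave the EPB41 exon -0.211, -0.323 and -0.450 and the DIAPH1 exon -0.210, -0.433 and -0.288, each past the threshold at 1 time. For N-short KD 1 event met the naming rule, a pair of mutually exclusive exons of HNRNPH1 (chromosome 5, starting at 179616869), with -0.003, -0.012 and -0.278 in the authors' deposited table, past the threshold at 96 hr.

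The A375 fractions asked how junctions and genes were divided between nucleus and cytoplasm, with 1 library per fraction and no test. Reads at junctions outside the annotation made up 3.34% of the nuclear library (Wilson interval 3.33% to 3.35%), 1.68% of the cytoplasmic (1.676% to 1.687%) and 2.49% of the total RNA library (2.477% to 2.498%). Counted over junctions with at least 5 reads, these shares moved to 1.68%, 0.932% and 1.07%. Of 12763 genes with at least 20 reads in the 2 fractions together, 2909 were at least 2-fold higher in the nuclear library and 2433 at least 2-fold higher in the cytoplasmic library, and log2 CPM in total RNA had a Pearson r across genes of 0.979 with the nuclear and 0.918 with the cytoplasmic library, genes not being independent replicates. The highest ratios of nuclear to cytoplasmic CPM belonged to XIST (ENSG00000229807.11, chromosome X, ratio 46.4, exact interval 39.2 to 55.2), the RNA ENSG00000231216.1 (chromosome X, 38.3, 24.7 to 62.3) and COL4A2 (ENSG00000134871.18, chromosome 13, 34.3, 32.2 to 36.6). DGCR6L (ENSG00000128185.9, chromosome 22, 0.0472, 0.0172 to 0.104), FTH1 (ENSG00000167996.15, chromosome 11, 0.0750, 0.0719 to 0.0783) and C12orf75 (ENSG00000235162.8, chromosome 12, 0.0802, 0.0623 to 0.102) had the lowest. For a fixed list of 11 nuclear RNAs, 8 of them measurable, the median log2 ratio was 1.91 (counting interval 1.57 to 2.25), above 99.6% of random lists matched on expression, although JPX (-0.47) and OIP5-AS1 (-2.15) lay below 0. A fixed list of 12 cytoplasmic RNAs had a median of -1.17 (-1.20 to -1.16), below 99.7% of random lists.

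**Figure D4:**
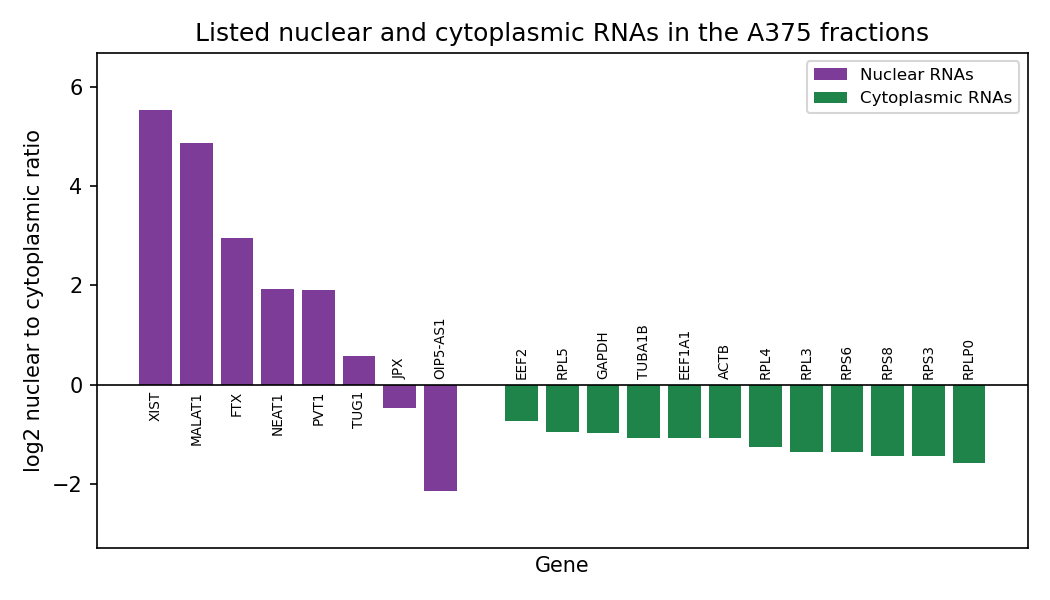
Log2 ratio of nuclear to cytoplasmic CPM in A375 cells for the genes of the fixed nuclear and cytoplasmic lists. XIST is at 5.53, OIP5-AS1 at -2.15 and the 12 cytoplasmic RNAs between -1.58 and -0.73.

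The total RNA libraries of the 3 lines, of wild-type cells per the labels, addressed which junctions are expressed in each cell type, again with 1 library each. After thinning to 8412005 junction reads, 122186 annotated junctions in A375, 119219 in HEK293 and 119132 in HUES66 had at least 5 reads. Of their union of 144360, 67.8% were in all 3 lines (Wilson interval 67.6% to 68.1%), 7.11% in A375 alone, 4.72% in HEK293 alone and 6.24% in HUES66 alone. The alternative that moved the share in all 3 lines most was a minimum of 20 reads, with 57.9%. Without thinning, at unequal depth, the shares in a single line were 3.81% (A375), 2.41% (HEK293) and 14.4% (HUES66). Genes were ranked by the ratio to the next line with 0.5 reads added to each count, and the first 3 of each line had 0 reads in both other lines, except KRT17. Folds given as at least are counted against the limit that 0 reads allow and did not set the ranking. By the ratio with 0.5 reads added, IL13RA2 (610.9 CPM, at least 1830-fold higher), PAGE5 (at least 783-fold) and SLC14A1 (at least 400-fold) came first in A375. In HEK293 they were KRT17 (486 CPM, 958-fold, interval 374 to 3518), PAX6 (at least 101-fold) and SIM2 (at least 62.6-fold). In HUES66 they were AC106864.1 (at least 644-fold), TDGF1 (at least 516-fold) and L1TD1 (at least 494-fold). These folds count 0 reads as 3, and the exact lower limits were smaller (523 for AC106864.1, 419 for TDGF1 and 402 for L1TD1). They do not place the genes above LIN28A (2559-fold, interval 459 to 101073), DPPA4 (2319-fold, 642 to 19151) and POU5F1 (1703-fold, 730 to 5246), which had 1 to 5 reads in the next line. Of a fixed list of 10 pluripotent cell genes, 9 could be measured and all 9 were highest in HUES66, with a median log2 ratio to the next line of 10.6; for LIN28B the ratio to HEK293 was 1.14 (1.00 to 1.31). A fixed list of 8 melanocyte lineage genes had 5 that could be measured and a median log2 ratio of 2.24 for A375, with S100B, SOX10, MITF and ERBB3 highest in A375 and PMEL highest in HUES66 (1337 reads against 4 in A375).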

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

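The tests in this part that were chosen only after the result was seen are those of the CA3 read count, of CA3 against the loss of RBFOX2 and of equal shares of spike-in junction reads, while the lineage list of the CA3 comparison was tested without its values having been seen.

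CA3 drew attention because its effect differed between time points. Against the control of the same set, the log2 ratio of CA3 in N-short KD was 0.18 at 24 hr, -2.32 at 48 hr and -3.09 at 96 hr, and in N-long KD 0.31 at 24 hr, -2.31 at 48 hr and -2.57 at 96 hr. The difference between time points was not tested, since each rests on 1 library per group. The high values lie in the control libraries at 48 hr (130 reads) and 96 hr (66 reads), against 17 reads in the 24 hr control and 2 to 27 reads in the knockdown libraries. Wild-type HUES66, which may be the control of 24 hr replicate 1, had 23 reads (0.872 CPM before normalisation, Poisson interval 0.553 to 1.31). Counting error as the cause is argued against: 66 reads in the 96 hr control have a Poisson interval of 51.0 to 84.0, above the 2 to 11 reads of the knockdowns at that time (highest upper bound 19.7). A fall of CA3 in proportion to the loss of RBFOX2 predicted a log2 change of -1.41 in N-long KD against N-short KD, and the change seen lay 1.502 above that (standard error 0.57), which argues against proportional loss of RBFOX2 as the cause. At 48 hr CA3 was as low in N-short KD, with RBFOX2 at 98.4% of control, as in N-long KD, with RBFOX2 at 71.9%. Other cell types in those control cultures may contribute, and a list of early lineage genes lay above 65.2% of random lists in the control against knockdown comparison at 48 and 96 hr, with a median log2 ratio of 0.0086. By the written prediction a list within the random lists would argue against this explanation. With only 7 of the 22 listed genes measurable that reading was not taken, and the explanation cannot be told apart from an effect shared by the 3 knockdowns, such as a response to the knockdown enzyme with any guide, which was not tested. A response to the loss of a single RBFOX2 isoform was not tested either. The time of treatment, which the design names, stays open and untested, because the 24 hr libraries differ from the others in library series as well as in time.

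Reads that span junctions within the synthetic spike-in sequences (ERCC) were present in data outside the comparisons: 2638 reads in the A375 cytoplasmic library and 70 in the A375 total RNA library. Their shares of junction reads were 0.0118% (Wilson interval 0.0114% to 0.0123%) and 0.00083% (0.00066% to 0.00105%). The A375 nuclear library and the 16 libraries of the other lines had 0, which allows shares of up to 4.6e-05% in the nuclear library. Per the labels the same mix was added to each RNA sample. An equal share of such junction reads in all libraries is excluded by the 14.2-fold difference between the 2 A375 libraries, beyond both intervals. Only reads that span junctions were counted, so the share of spike-in RNA itself was not measured and may have been equal. A difference in the alignment reference or filters between libraries, or in the amount added, could give this pattern, and neither was tested. No biological explanation was tested, since the sequences are synthetic.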

How the results depend on the processing

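The alternatives were fixed with the design, except the exclusion of exons with all-or-none or unequal inclusion junctions. Across alternatives that left no library out, 88 values of results that answer a comparison were similar in count or size (which does not say that the same genes passed), 35 became weaker, 9 became stronger and 10 moved. For named genes and exons, 99 were the same, 18 weaker and 2 reversed; DESeq2 gave no adjusted p for INHBE, CA3 and DDR2 in total KD, which are not counted. Except where a reason is given, the cause was not tested.

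With a term for time point alone (no replicate block), 61 genes passed in total KD (77.0% higher, against 45.1% with library sets), and 0 in N-short KD, N-long KD and N-long KD against N-short KD, where 250, 293 and 242 had an unadjusted p under 0.05. Exons fell to 0 in N-short KD (270 with an unadjusted p under 0.05) and 12 between the isoform knockdowns, RBFOX2 changed by -0.61 in N-long KD and -0.52 between the isoform knockdowns without passing, r was 0.556 for total KD with N-short KD (within its simulated range) and 0.608 for total KD with N-long KD (beyond it), and the SEPT7 exon reversed to 0.71. DESeq2 gave 0 genes in N-short KD (211 with an unadjusted p under 0.05), 1 in N-long KD and 1 between the isoform knockdowns, with RBFOX2 at -0.58 (adjusted p 0.068) and -0.52 (adjusted p 0.0663). With no filter on low counts 4, 13 and 12 genes passed in N-short KD, N-long KD and between them. Fits of only the 2 groups compared gave 2, 6 and 10 genes in these contrasts and 53 exons in total KD, and the share of higher genes in total KD was 57.7% (123 of 213). Wild-type HUES66 among the controls gave 528 genes in total KD, 4 between the isoform knockdowns and 0 exons in N-short KD (303 with an unadjusted p under 0.05). The 1 gene of N-short KD with this library, and the 1 exon of N-short KD in fits of only the 2 groups compared, were different ones (0 shared). A minimum absolute log2 fold change of 1, which removes genes by construction, left 19 (17 higher), 1 and 0 genes in total KD, N-long KD and between the isoform knockdowns. A minimum inclusion difference of 10 points, which likewise removes exons by construction, left 21 in N-long KD and 13 between the isoform knockdowns.

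Limma on log2 ratios called 14 exons in total KD and 0 in N-short KD, N-long KD and between them (392, 457 and 460 with an unadjusted p under 0.05), and the SEPT7 exon reversed to 1.47; on simulated data limma recovered fewer changed exons than edgeR. A mean of at least 5 reads gave 3 exons in N-short KD. A mean of at least 50 gave 0 (160 with an unadjusted p under 0.05) because the SEPT7 exon was no longer tested, and r of 0.544 for total KD with N-short KD and 0.574 for N-short KD with N-long KD, both below their simulated ranges. Excluding exons with an all-or-none junction or with unequal inclusion junctions, chosen after seeing the data, left 0 exons in N-short KD because both remove the SEPT7 exon. Unequal inclusion junctions were found in 1682 of the 7082 tested exons. Without these exons 75 passed in total KD, 25 in N-long KD and 21 between the isoform knockdowns.

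Over junctions with at least 5 reads, unannotated shares moved to 1.68% (nuclear), 0.932% (cytoplasmic) and 1.07% (total) in A375. The share of junctions in all cell lines was 63.4% at 1 read, 57.9% at 20 reads and 65.5% without thinning. In the authors' deposited tables, the stricter threshold left 13, 28 and 18 events for total KD at 24, 48 and 96 hr, 0 and 0 for N-short KD at 24 and 48 hr, and 1, 7 and 5 for N-long KD.

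Leaving out each library in turn gave 162 to 330 genes in total KD (lowest without the 96 hr control), 0 to 2 in N-short KD (0 without the 48 hr control, the 48 hr or the 96 hr N-short KD library), 1 to 4 in N-long KD (1 without the 48 hr control) and 1 to 3 between the isoform knockdowns (1 without the N-short KD library of 24 hr replicate 2 or 48 hr, or the 48 hr N-long KD library). Exons ranged from 34 to 97 in total KD (34 without the 48 hr total KD library, 46 without the 96 hr control), 0 to 2 in N-short KD, 15 to 38 in N-long KD (15 without the 48 hr control, 17 without the 48 hr N-long KD library) and 9 to 23 between the isoform knockdowns (9, 11 and 12 without the 48 hr N-long KD, 96 hr N-long KD and 48 hr N-short KD libraries). RBFOX2 ranged from -0.93 to -0.67 in total KD, -0.63 to -0.51 in N-long KD, -0.57 to -0.44 between the isoform knockdowns and -0.11 to 0.0037 in N-short KD, where it was above 0 without the 24 hr control (0.0014) or the 96 hr N-short KD library (0.0037). RBFOX2 junctions ranged from 13 to 16 in total KD, 0 to 1 in N-short KD (0 without the 96 hr N-short KD library), 12 to 13 in N-long KD and 13 to 15 between the isoform knockdowns. The SEPT7 exon ranged from -6.48 to 1.91, reversed without the 96 hr control. Of the other values of named genes and exons with 1 library left out, 97 were the same and 25 weaker.

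The motif tests (TGCATG, GCATG, upstream intron, other window) were not run, for lack of a genome sequence here. Power limits the exon results: 37.0% to 51.8% of simulated changes were recovered, so an exon that did not pass is not shown to be unchanged. Recovery was not split by read depth or by number of libraries, so the source of this limit was not tested.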

Other observations

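Tests chosen only after the result was seen are those of proportional loss, library series and general stress for the amino acid response list, all tests of ELAVL1, all tests of the RBFOX2 junctions and of the SEPT7 exon, the slopes of exon and gene effects, and the splits of the 3 contrasts with control. The remaining tests in this part were written before their values were seen, on patterns that were found in these data, so all explanations here are hypotheses. Some tests were revised after a first result was seen, as said beside each.

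The splits of the libraries into other groups of the same sizes were counted beside each result. For total KD against control, 1 of the 4 splits that part both sets gave at least 304 genes and 1 of the 4 at least 90 exons, the real split in each case. The other parting splits gave at most 1 gene and 8 exons, and the 6 splits that leave a set unparted at most 1 gene and 1 exon. The split with 8 exons reverses the real grouping within both sets. For N-short KD against control, 4 of the 8 splits that part the 3 sets gave at least 1 gene and 6 of the 8 at least 1 exon; the other parting splits gave at most 2 genes and 1 exon, and those that leave sets unparted at most 4 genes and 3 exons. For N-long KD against control, 1 of the 8 gave at least 3 genes and 1 of the 8 at least 33 exons. The other parting splits gave at most 1 gene and 18 exons, and the other splits of the 35, which leave sets unparted, at most 4 genes and 25 exons. The split with 18 exons reverses the real grouping within all 3 sets, so it carries the real difference and cannot stand for chance. The split with 25 exons reverses it within the 48 hr and 96 hr sets. For N-long KD against N-short KD, 1 of the 8 splits that part the 4 sets gave at least 2 genes and 1 of the 8 at least 25 exons, with at most 1 gene and 0 exons in the other parting splits and 4 genes and 14 exons in the rest of the 35. With 4 or 8 splits no share under 0.05 can be reached, so the shares alone cannot tell a grouping by chance from an effect. For total KD the size of the counts argues against chance. Its 304 genes and 90 exons stand against at most 1 gene and 8 exons in the other splits. With no change simulated, 0 genes and 1 exon were called in this contrast, in a single simulation without excess spread of single genes. For N-long KD against N-short KD, 25 exons stand against 0 in the other parting splits, which argues against chance for these exons. The split with 14 exons keeps the real grouping in the 48 hr and 96 hr sets. For N-long KD against control, 33 exons stand against at most 1 in the parting splits that do not reverse all 3 sets. This also argues against chance for exons. The gene counts of both contrasts leave chance open. The single gene and exon of N-short KD are no more than such splits gave.

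Genes of the amino acid response rose in total KD: 29 of the 31 measurable genes were higher, 24 passed the threshold, and the median log2 change was 0.69 (random lists -0.057 to 0.045). A second list of the response, cytosolic tRNA synthetases, lay above 100% of random lists (17 of 19 higher, 8 passing, median 0.087), against a few genes as the whole cause. A difference between library series is argued against by the values within the 48 hr and 96 hr sets, which share a series with their controls (medians 0.58 and 0.54, above 100% of random lists in the 96 hr set). General stress cannot be told apart from other causes by the heat shock and chaperone genes, which lay above 21.3% of random lists with a median of -0.035, because the 13 genes went both ways (5 higher, 8 lower; 3 passed, 1 of them higher). Loss of RBFOX2 in proportion to its reads predicted a median of 0.44 in N-long KD against N-short KD, where it was 0.082, and the bootstrap interval of the gap was -0.64 to -0.14. This small rise was itself above 100% of random lists, and a first version of the test, which asked only for that, favoured proportional loss; the written prediction also asked for the size, which was under the predicted one. The rise came largely from a lower median in N-short KD against control (-0.055, above 0.02% of random lists), while that in N-long KD (0.027) was within its random lists (-0.028 to 0.030). What stays open is general stress, a threshold in the response to RBFOX2, or an effect of the total KD guides or their cells that does not pass through RBFOX2. A threshold and an effect outside RBFOX2 were not tested, so no biological explanation is favoured.

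ELAVL1 fell in total KD. In proportion to RBFOX2 it would have changed by -0.59 in N-long KD against N-short KD; the measured change was 0.55 above that (SE 0.128), which argues against proportional loss. Library series is argued against by reads at 67.0% of control at 96 hr and 65.5% at 48 hr, within 1 series. A loss at 1 place of the transcript, as a guide that also matches ELAVL1 might produce, would lower its junctions unequally. The most lowered junction lay -0.18 (SE 0.0862) from the others on the log2 scale, beyond the 2 standard errors that the prediction had asked for, so by the prediction as first written a local loss was favoured. Simulations of an equal fall, added after that result, gave as large a gap for the lowest of 5 junctions in 21.0% of runs. With them this explanation cannot be told apart from an equal fall, because the gap is within what picking the lowest junction produces. The lowest junction and its neighbour had 43.8% and 45.0% of the level in the other libraries. The remaining junctions had 47.0% to 53.7%, with overlapping intervals. The neighbouring pair was not tested jointly, so an unequal fall over both stays open. Guide sequences were not used here.

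In total KD the introns from 35768350 to 35778024 and from 35778079 to 35781599 of RBFOX2 fell more than its other well-covered junctions. Skipping of the 54 nt exon between them would add reads that join its neighbours, and 1 such read was found in the 3 total KD libraries and 1 in the other 11, against skipping as the cause. A local loss of reads, such as near a target of the total KD guides, may be the source: for the junction pair chosen at 48 hr, the share of RBFOX2 reads was at most 15.1% in the total KD libraries at 24 and 96 hr (11.2% the lowest) and at least 18.6% in the 8 other libraries at these times (two-sided exact permutation p 0.0222, the smallest that 45 splits allow). The pair had first been noticed over all total KD libraries, and a minimum of 20 reads per junction was set after a first pick of 2 sparser junctions, so these libraries were not unseen. The low share therefore restates the pattern and cannot tell a local loss near a guide target from another cause. The guide positions that would settle this were not used here.

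RBFOX2 reads fell in N-long KD and hardly in N-short KD. A candidate explanation is that reads of the intron lowered by N-long KD outnumber those of the intron lowered by N-short KD. In the 3 controls the former intron held 68.9% (Wilson interval 62.8% to 74.4%) of the reads of the pair and the latter 31.1%. These shares and the changes of both introns predicted a log2 change of -0.75 (SE 0.171) for N-long KD, against -0.57 measured, and 0.035 (SE 0.143) for N-short KD, against -0.057 measured, differences within their errors. The labels do not say which first exon belongs to which isoform, and the introns were matched to the knockdowns by their own changes. A first version with all annotated first-exon junctions was also within its errors, and the change to this pair was made after it was seen. The introns are themselves part of the RBFOX2 reads, so the prediction is not an independent one. By position, reads of the intron from 35810005 to 35938846 need not all come from a first exon. The exon before it was also joined further upstream, by the intron from 35938898 to 36028239, with 16 to 19 reads per control library. That junction changed by -0.25 in N-long KD (SE 0.296, adjusted p over the list alone 0.43). For total KD the predicted less the measured change was -0.18 (SE 0.191).

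Exon effects were smaller in N-long KD than in total KD: for all 90 exons of total KD the effect was larger in total KD than in N-long KD, to which their selection on total KD contributes. If exons followed RBFOX2 reads in proportion, the slope of N-long KD against N-short KD effects on total KD effects would be the ratio of the RBFOX2 changes, 0.633 (SE 0.10). This ratio rests on the total KD change of -0.82, which was -0.67 without the 24 hr total KD library. The slope was 0.285 (SE 0.0688) over 89 exons, 80 of them with the same sign, more than 2 standard errors below the ratio, which by the first criterion argued against proportional loss. The 34 exons at an adjusted p under 0.001, a choice made after that result, gave 0.417 (SE 0.0502), within 2 standard errors of the ratio. Proportional loss therefore cannot be told apart from a weaker relation, because the exons were selected on total KD and the answer moves with that selection. For genes the slope was 0.0702 (SE 0.0247), which argues against the same proportion for gene counts. Of the 304 genes of total KD, 200 also passed in total KD against N-long KD, a contrast with 279 genes in all (134 higher, 145 lower) and 32 exons, 22 of them among the 90.

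The long SEPT7 exon changed in 3 contrasts although reads into it were all or none: 11 of the 14 libraries had 0 and the other 3 had 57 to 75, with 0 to 2 reads out of the exon in any of the 14. Assignment of reads to 1 of several nearby splice sites, a step of alignment, may produce this pattern, and it would affect any exon with such a junction. The evidence is thin: reads into sites within 10 nt were found in 1 of the 14 libraries (40 reads) and in wild-type HUES66 (89 reads), and all 11 with 0 reads into the exon had 0 there too. There were 12 such exons among the 7082, of which 3 passed in total KD, 1 in N-short KD, 1 in N-long KD and 0 between the isoform knockdowns. No biological explanation was tested.

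COL4A2, which encodes a secreted protein, had 1 of the highest nuclear to cytoplasmic ratios in A375. A list of secreted and membrane proteins had a median log2 ratio of 3.77, with 31 of 31 measurable genes higher in the nuclear library and above 100% of random lists matched on expression (-0.54 to 0.49). Gene length is argued against, since the list also lay above 100% of random lists matched on expression and gene length. A candidate explanation is that transcripts bound to the endoplasmic reticulum stayed with the nuclear pellet, in which case ratios of such genes would not describe the nucleus itself. With 1 library per fraction, a property of this preparation stays open.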
